# Genome-Wide Identification of Targets and Function of Individual MicroRNAs in Mouse Embryonic Stem Cells

**DOI:** 10.1371/journal.pgen.1001163

**Published:** 2010-10-21

**Authors:** Sophie A. Hanina, William Mifsud, Thomas A. Down, Katsuhiko Hayashi, Dónal O'Carroll, Kaiqin Lao, Eric A. Miska, M. Azim Surani

## Abstract

Mouse Embryonic Stem (ES) cells express a unique set of microRNAs (miRNAs), the miR-290-295 cluster. To elucidate the role of these miRNAs and how they integrate into the ES cell regulatory network requires identification of their direct regulatory targets. The difficulty, however, arises from the limited complementarity of metazoan miRNAs to their targets, with the interaction requiring as few as six nucleotides of the miRNA seed sequence. To identify miR-294 targets, we used *Dicer1-*null ES cells, which lack all endogenous mature miRNAs, and introduced just miR-294 into these ES cells. We then employed two approaches to discover miR-294 targets in mouse ES cells: transcriptome profiling using microarrays and a biochemical approach to isolate mRNA targets associated with the Argonaute2 (Ago2) protein of the RISC (RNA Induced Silencing Complex) effector, followed by RNA–sequencing. In the absence of *Dicer1*, the RISC complexes are largely devoid of mature miRNAs and should therefore contain only transfected miR-294 and its base-paired targets. Our data suggest that miR-294 may promote pluripotency by regulating a subset of *c-Myc* target genes and upregulating pluripotency-associated genes such as *Lin28*.

## Author Summary

Stem cells in plants and animals contain many small RNAs, which help to regulate differentiation into diverse cell types. Mutation in a gene necessary for the maturation of small RNAs in plants causes the stem cells (called meristem cells) to remain in an indeterminate, overproliferating state. Similarly in worms, a small RNA called *lin-4* miRNA prevents “stem cell–like cells” appearing at inappropriate times. Thus, it is important to determine the precise functions of key individual small RNAs in embryonic stem cells. To address this, we created embryonic stem cells lacking all miRNAs into which we introduced a single miRNA. We discovered that a single miRNA could affect the expression of many genes in stem cells, which in turn regulate key properties of stem cells. These together help establish an intricate network of gene regulation in stem cells that defines their properties. Our findings are of broad interest because different miRNAs have critical functions in diverse cell types in developing embryos. It is important to understand the function of these molecules also because misregulation of miRNA function underlies some human diseases, including cancers.

## Introduction

Embryonic stem cells, which are derived from the inner cell mass of the blastocyst, hold great clinical promise because of their unique capacity to both self-renew and differentiate into potentially any cell type. Understanding the molecular controls of pluripotency is key to realising their therapeutic potential. While the general importance of small RNAs in gene regulation has been recognised in plants and animals, much remains to be understood about the specific role of small RNAs in ES cells.

miRNAs and small interfering RNAs (siRNAs) are a class of small (≈20–25 nucleotide) non-coding RNAs that direct sequence-specific post-transcriptional repression of target mRNAs. Mature miRNAs and siRNAs are generated from double stranded RNA (dsRNA) precursors by the RNase III enzyme Dicer [1], [2]. The mature small RNA is then incorporated into a protein of the Argonaute family [3], [4]. This RNA-protein complex forms the core of the effector complex referred to as the RNA-induced silencing complex (RISC). Within the RISC, the small RNA acts a guide to direct Argonaute proteins to complementary target transcripts to elicit the cleavage, degradation or translational repression of their targets depending on their degree of complementarity [5].

Several studies implicate miRNAs in the control of early embryonic development and maintenance of the pluripotent stem cell state. Disruption of the single *Dicer1* gene in mice leads to early embryonic lethality around E7.5 [6]. *Dicer1* mutant embryos have greatly reduced expression of *Oct-4* in the epiblast, implying a lack of pluripotent cells, and it is not possible to derive ES cells from *Dicer1*-null blastocysts. However, conditional deletion of *Dicer1* from established ES cells results in an impaired capacity to differentiate, as well as a profound initial proliferation defect that is overcome with time [7], [8]. Moreover, large scale cloning and sequencing efforts have revealed a subset of miRNAs that are unique to ES cells [9]–[11]. The miR-290-295 cluster (Figure 1A) consists of 6 miRNAs that share a similar 5′ region from nucleotides 2–8, known as the ‘seed’ sequence, which is thought to be the primary specificity determinant for target recognition in most miRNAs [12]. The miR-290-295 cluster accounts for the majority of all miRNAs expressed in undifferentiated ES cells but decreases after ES cells differentiate [9]. Recent evidence suggests that there are functional differences between miRNAs from the miR-290-295 cluster. Only miR-291-3p, miR-294 and miR-295 can promote the G1-S transition of the cell cycle and the induction of pluripotency [13], [14]. Furthermore, miR-293 expression and seed sequence differs markedly from the other members of this family, indicating the need to re-examine previous inferences based on whole miR-290-295 overexpression studies [15]–[17].

**Figure 1:**
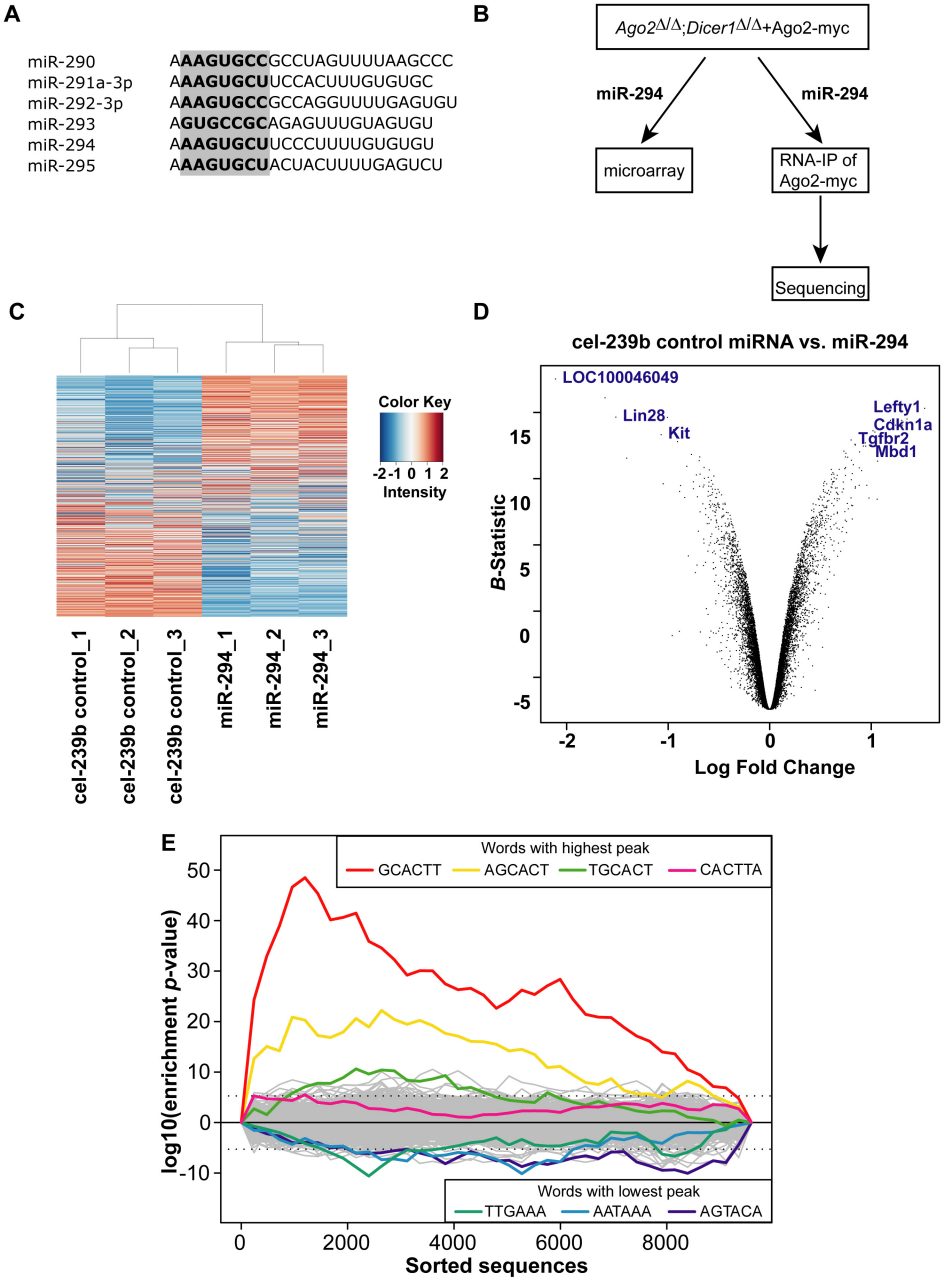
Microarray analysis of *Dicer1*-null ES cells transfected with miR-294. (A) Sequences of predominantly expressed mature miRNAs from the miR-290-295 cluster with their seed sequence highlighted in bold. (B) Experimental scheme to identify miR-294 targets: miR-294 was transfected into *Ago2* ^Δ/Δ^;*Dicer1* ^Δ/Δ^ ES cells transgenic for Ago2-myc; the transcriptome profile was analysed by microarray; and miR-294-programmed Ago2-myc was subjected to RNA-immunoprecipitation and deep sequencing of the bound mRNA. (C) Heatmap showing differentially expressed genes between miR-294-transfected and cel-239b-transfected ES cells. The heat map was colour coded using red for downregulation and blue for upregulation (with respect to the mean signal in all the six samples). (D) Volcano plot to set threshold for differentially expressed genes. A negative log Fold Change on the *x*-axis corresponds to upregulated genes in miR-294 transfected cells whereas, a positive log Fold Change corresponds to downregulated genes in miR-294 transfected cells. (E) Overrepresentation of miR-294 seed matches in the most downregulated genes of the microarray. The motif-discovery tool Sylamer was used. The *x*-axis represents the sorted gene list from most downregulated (left) to most upregulated (right). The *y*-axis shows the significance for each word.

To identify targets and study the function of individual miRNAs in ES cells, we used *Dicer1*-null ES cells in which we replaced endogenous Ago2 with a transgenic Ago2-myc (*Dicer1* ^Δ/Δ^+Ago2-myc) (Figure 1B). In this *Dicer1*-null background, there are no mature miRNAs [11], which enables the reintroduction of any single miRNA at a time. To investigate the role of miR-294 in ES cells, we profiled the transcriptome of *Dicer1*-null ES cells transfected with miR-294. In addition, we used a biochemical approach that exploits the direct interaction of the mature miRNA to its mRNA target within the Ago protein of the RISC complex [18]. Immunoprecipitation of Ago2-myc from *Dicer1*-null ES transfected with miR-294, followed by RNA-sequencing of associated RNAs should lead to identification of direct miR-294 targets. Our strategy overcomes the problem of immunoprecipitating RISC complexes that contain many different miRNAs with their corresponding targets [19]–[21]. This approach is applicable to the study of any single miRNA or combination of miRNAs, potentially in any cell type. We describe here the results of the microarray and RNA-Sequencing analyses, and how miR-294 integrates into the ES cell regulatory network.

## Results

### Transcriptome analysis of miR-294–transfected *Dicer1*-null ES cells

First, we established *Dicer1*-null ES cells that lack all mature miRNAs (Figure S1B, S1C), into which we can reintroduce one specific miRNA of interest at a time. Previous studies have shown that the miR-290-295 cluster might have an important role in the pluripotency of ES cells [14], [16], [17] amongst which miR-294 is one of the most abundantly expressed miRNAs (Figure S1A) [11]. We decided to investigate the potential role of miR-294 in pluripotency.

Metazoan miRNAs typically bind to partially complementary sites in the 3′ untranslated region (3′ UTRs) of their target mRNAs to direct translational repression or mRNA destabilisation [22]–[24]. Overexpression of a miRNA can affect hundreds of mRNAs and messages that are downregulated tend to have significant enrichment of sequences complementary to the corresponding seed of the miRNA [16], [17], [24]. To identify the global effects of miR-294 in ES cells, we analysed the transcriptomes of *Dicer1* ^Δ/Δ^+Ago2-myc ES cells transfected with miR-294 compared to *Dicer1* ^Δ/Δ^+Ago2-myc ES cells transfected with a cel-239b control miRNA, which has minimal sequence identity to mouse miRNAs. 

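The ES cells lacked *Dicer1*, and therefore mature miRNAs, and carried a myc-tagged Ago2 in place of the endogenous protein. RNA was hybridised to 6 Illumina arrays, 3 from cells that had received the miR-294 mimic and 3 from cells that had received cel-239b, a *C. elegans* miRNA. Each transfection contained 300 pmol of mimic and 1 µg of a GFP plasmid, and GFP-positive cells were sorted 24 hr later. For each array, the authors deposited the signal intensity of 45281 probes averaged over the beads of a probe, with no background subtraction and no normalization. They also deposited the bead standard deviation, the number of beads and a detection score, which is 1 minus the detection *p*-value. The median signal was 65.3, 67.0 and 72.4 on cel-239b replicates 1, 2 and 3, and 62.2, 68.6 and 67.3 on miR-294 replicates 1, 2 and 3. On every array, the median probe was measured by 44 beads. Between 13855 and 14920 probes per array were detected at a detection *p*-value below 0.01, a share of 30.6% to 32.9%. The paper's text states that the array service normalised the data but does not name the method. The signals were therefore processed here with the neqc method of limma, which estimates the background from the detection *p*-values, adds an offset of 16 and applies quantile normalization on the log2 scale. A total of 14621 probes, those detected on at least 3 of the 6 arrays, were tested with limma's linear model and moderated statistics, and adjusted *p*-values are by the Benjamini-Hochberg method. The precision is limited by the 3 arrays per group, for which an exact permutation test of a probe (two-sided) gives no *p*-value below 0.10. As for the genotype of the cells, both *Dicer1* probes were detected on all 6 arrays, with a dim signal that overlapped between the groups. No array held cells with intact *Dicer1*, and where the *Dicer1* and *Ago2* probes lie relative to the deleted segments was not checked. These signals therefore cannot test the deletion, which the paper determined by PCR and by profiling mature miRNAs. On the log2 scale, probe 990500 measured 6.20 ± 0.04 (SD, n = 3) with miR-294 and 6.18 ± 0.03 (SD, n = 3) with cel-239b, and probe 4850059 measured 6.27 ± 0.10 and 6.35 ± 0.23. The single probe for *Ago2* (listed as *Eif2c2*) measured 11.71 ± 0.10 and 11.84 ± 0.03, a log fold change of -0.13 (standard error 0.07, adjusted *p* = 0.19 from limma).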

The transcriptomes were profiled using Illumina microarrays (GEO accession code: GSE20048). The relative signal intensities of each of the 15735 probes across the six samples were plotted as a heat map (Figure 1C), which revealed global downregulation and upregulation of probes in each sample transfected with miR-294. 

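Across the probes that passed the detection filter, Pearson correlations of normalised log2 signal lay between 0.995 and 0.997 for arrays of the same group and between 0.983 and 0.988 for arrays of different groups. Average-linkage clustering on these correlations placed the 3 miR-294 arrays in a cluster and the 3 cel-239b arrays in another. The first principal component carried 70.3% of the variance between arrays and also separated the groups. In total, 3455 probes were lower on every miR-294 array than on every cel-239b array, and 3550 probes were higher. These make up 47.9% of the probes, where chance alone gives 10% for 3 arrays against 3.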

To select differentially expressed genes, probes were ranked by the log odds ratio (*B*-statistic) of each probe showing differential expression, and plotted against the log fold change in a ‘volcano’ plot (Figure 1D). 

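The largest increase among probes with a *B*-statistic above 5 was that of *LOC100046049* (probe 1340630), from a log2 signal of 7.00 ± 0.13 (SD, n = 3) with cel-239b to 10.22 ± 0.06 (SD, n = 3) with miR-294. Its log fold change was 3.22 (standard error 0.08, adjusted *p* = 1.1e-05 from limma, *B*-statistic 12.57). Of the alternatives tried, a variance-stabilizing transformation moved this value most, to 2.65. By fitted log fold change it was followed by probes for *Gprasp2*, *Pla2g1b*, *OTTMUSG00000001305* and *BC099439*, an order that depends on the processing. These 4 probes were detected on all 3 miR-294 arrays and on none of the cel-239b arrays. Their fold change is therefore given as a bound, the mean with miR-294 against the lowest signal of a detected probe on each cel-239b array or the probe's own signal where that was higher. By this measure *Gprasp2* was at least 3.54-fold higher, *Pla2g1b* at least 2.37-fold, *BC099439* at least 2.11-fold and *OTTMUSG00000001305* at least 2.05-fold, with adjusted *p*-values from limma of 1.3e-05 to 2.2e-05. Each of these bounds lies below the increase of *Lin28* probe 6290445, which was detected in both groups, and after the variance-stabilizing transformation the 4 log fold changes were between 0.58 and 0.84. The largest fitted decrease was that of *Edn2*, from 9.21 ± 0.18 to 6.76 ± 0.11, a log fold change of -2.45 (standard error 0.10). It was followed by *Tgfbr2* with -1.98, *Zfp367* with -1.92, *Mbd1* with -1.91 and *Il7* with -1.91. On the miR-294 arrays, *Il7* was detected on only 1 array and *Zfp367* probe 2940632 on 2, so that these values rest on signals near background. A brighter *Zfp367* probe gave a smaller log fold change of -1.24 (adjusted *p* = 2.5e-04 from limma, *B*-statistic 5.27). The order changed after the variance-stabilizing transformation, with which *Lefty1* gave -1.82, *Edn2* -1.72, *Cdkn1a* probe 3130630 -1.61, *Mbd1* -1.57, *Tgfbr2* -1.04, *Zfp367* -0.85 and *Il7* -0.79. In the fit reported here, the *B*-statistic of the 5 probes from *Edn2* to *Il7* ranged from 5.36 for *Zfp367* to 11.60 for *Il7*. *Zfp367* probe 2940632 dropped to 5 or below when any of the cel-239b arrays or miR-294 replicate 3 was left out, to as low as 2.89. It also did so without the detection filter and with the replicate number as a block. The 4 probes given as bounds did not pass the detection filter when a miR-294 array was left out. *Kit* rose from 8.10 ± 0.11 to 9.62 ± 0.03, a log fold change of 1.51 (standard error 0.07). All 3 probes for *Cdkn1a* fell, with log fold changes of -1.57, -1.63 and -1.65 and *B*-statistics of 7.90, 10.20 and 5.88. The last of these dropped to 5 or below, to as low as 3.39, without cel-239b replicate 2 or 3 or miR-294 replicate 2 or 3. It did so too with the replicate number as a block.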

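A *B*-statistic above 5 was reached by 215 of the tested probes with a prior share of changed probes of 0.01. The largest adjusted *p*-value among them was 2.8e-04 from limma, and the smallest absolute log fold change was 0.64. Each of these probes had signals that did not overlap between the groups. An adjusted *p*-value below 0.0001 was reached by 72 of them, and the lowest *B*-statistic among these 72 was 7.19.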

A *B*-statistic >5 (and corresponding to an adjusted *p*-value <0.0001) was selected as a cut-off for differential expression (Figure 1C). 

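With miR-294, 116 probes for 105 genes were lower and 99 probes for 87 genes were higher at this cut-off. The median absolute log fold change was 1.04 for the downregulated and 1.07 for the upregulated probes. Several probes of the same gene were tested for 56 of these genes, and in 52 of them every probe changed in the direction of the call. No gene was called in both directions. Among the normalizations and transformations tried, the variance-stabilizing transformation moved the counts most, to 248 downregulated and 165 upregulated genes, which included 88 of the 105 and 69 of the 87. With each array left out in turn, which leaves fewer arrays in 1 group, between 28 genes (without cel-239b replicate 3) and 61 genes (without cel-239b replicate 1) were downregulated, and between 20 (without miR-294 replicate 3) and 61 (without cel-239b replicate 1) were upregulated.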

Using this conservative cut-off gives, with very high confidence, 162 upregulated (Table S1) and 248 downregulated differentially expressed genes upon miR-294 transfection.

To determine whether the downregulated transcripts contain miR-294 seed matches, we used the k-mer composition analysis tool Sylamer [25] to search for overrepresentation of sequence motifs in the 3′ UTRs. Each gene on the array (for which a 3′ UTR sequence was annotated) was ranked from most downregulated to most upregulated according to log fold change. If enrichment of the seed sequence in the 3′ UTRs correlates with the ranking of genes according to their fold change, then one would expect to observe a sharp peak in overrepresentation of the miRNA seed for the top-ranked genes. The resulting enrichment analysis plot shows that a strong signal is evident for 6-mer words corresponding to the seed region of miR-294 (Figure 1E), peaking approximately at gene 1000 in the ranked list. Conversely, this sequence is depleted in upregulated genes. The maximum of the first enrichment peak can be chosen as a threshold, above which, genes can be considered candidate targets if they contain the appropriate seed sequences matches. This yielded a more relaxed list of 487 predicted targets, which have at least one 6-mer present in their 3′ UTR (Table S2). This Sylamer list contains all of the conservative list of predicted targets (127 out of 248 have at least one 6-mer in their 3′ UTR) selected using a *B*-statistic >5 (Table S2). 

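All 487 genes of this list had a probe that passed the detection filter. Taking the probe with the highest mean signal for each gene, 483 were lower with miR-294 and 4 were higher. At least 1 probe was lower at an adjusted *p*-value below 0.05 (limma) for 463 of the genes. The list was drawn up from the same arrays, so these counts are not independent evidence of downregulation.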

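The 127 genes set in bold in Table S2 all had a probe that was lower with miR-294 at an adjusted *p*-value below 0.05 in the limma fit, and 56 of them had a *B*-statistic above 5. A further 6 genes of the table that are not in bold also passed a *B*-statistic of 5. Thus 62 of the downregulated genes were listed in Table S2, a share of 59.0%, and 43 were not. The median log fold change was -0.71 for the genes in bold and -0.39 for the other genes of the table. With the variance-stabilizing transformation, 121 of the genes in bold passed the cut-off. Between 19 (without cel-239b replicate 3) and 32 (without cel-239b replicate 1) of them passed when an array was left out.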

In summary, there was overrepresentation of the miR-294 seed sequence in the most downregulated genes, indicating that many of the observed gene expression changes are likely to be consequences of miR-294 expression.

### RNA–IP and RNA–sequencing of Ago2-myc–bound mRNAs

To discover direct targets of miR-294, we used a biochemical approach to isolate mRNAs targeted by miRNAs within the Ago2 protein of the RISC. To facilitate the immunoprecipitation of Ago2, we replaced endogenous Ago2 with a myc-epitope tagged Ago2. We also constructed a catalytically-inactive mutant Ago2-myc (Ago2-myc-MUT) by point-mutating residues Q633R and H634A in the PIWI domain to capture the subset of target mRNAs that would otherwise be sliced by Ago2 [26], [27]. Point mutations Q633R and H634A were previously shown to abolish mouse Ago2 cleavage-activity without affecting siRNA binding [27]. First, we confirmed the specificity of Ago2-myc immunoprecipitation (IP) (Figure S2A), and that immunoprecipitation of Ago2-myc from *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ ES cells does retain miRNAs (Figure S2B). We then assessed the enrichment of known targets using *Dicer1*-null ES cells transfected with miR-294. We found enrichment of *Cdkn1a*, a known miR-294 target [13], in immunoprecipitated RNA from *Dicer1* ^Δ/Δ^+Ago2-myc ES cells transfected with miR-294, compared to cel-239b (Figure S2C). Following RNA-immunoprecipitation of miR-294-programmed Ago2-myc, RNA from the INPUT (total RNA) and IP (Figure S3A) were subjected to library preparation and sequenced by SOLiD (GEO accession code: GSE20199).

A comparison of the global gene expression changes detected by microarray and by RNA-Sequencing of the INPUT revealed a similar trend (Figure 2A). Furthermore, there was overrepresentation of the miR-294 seed sequence in the most downregulated genes of the sequenced INPUT (Figure 2B), indicating that miR-294 was functional and that the transfection efficiency was sufficiently high (Figure S3B) to bring about gene expression changes. An examination of the IP vs. INPUT ratios for each sample revealed an overall greater dynamic range of enrichment for samples transfected with miR-294 compared to cel-239b (Figure S4). The pattern was similar for the catalytically-inactive Ago2-myc. This result was expected since miRNA-directed slicing of the target mRNA is thought to occur rarely in metazoans [12]. However, the overall extra enrichment could not be accounted for by the overrepresentation of miR-294 seed sequence matches in the 3′ UTRs of enriched genes (Figure 3A). There is a surprising general tendency for hexamers with a higher GC content to be overrepresented in the 3′ UTRs of enriched transcripts (Figure 3A and 3B). This effect is also observed in samples transfected with the control cel-239b (Figure 3C). However, the GC effect is markedly stronger in the samples transfected with miR-294.

**Figure 2:**
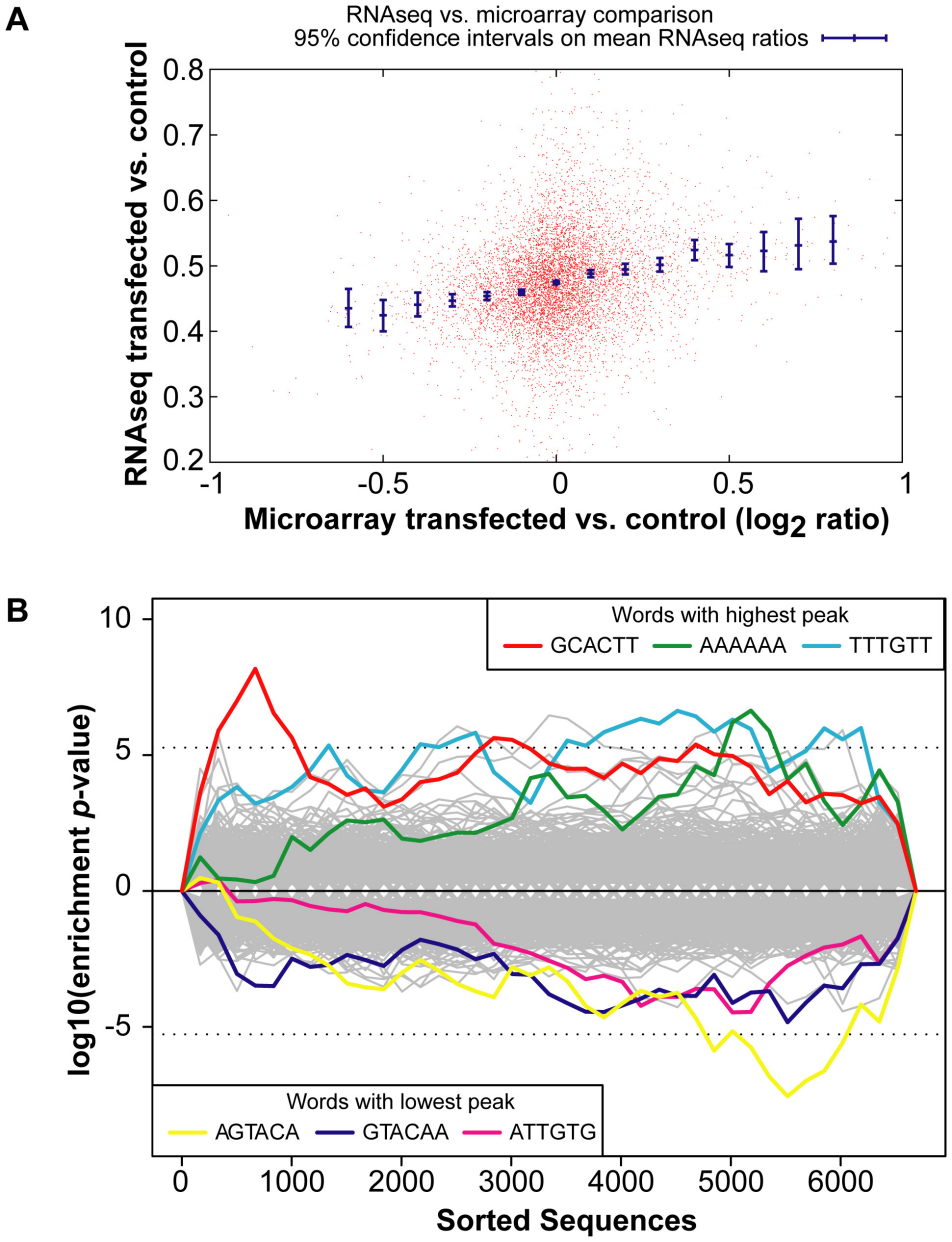
Global gene expression changes in the INPUT. (A) RNA-Sequencing (RNA-Seq) of the INPUT (Total RNA) follows the microarray trend in gene expression. The *y*-axis represents the RNA-Seq ratio of the INPUT from *Dicer1* ^Δ/Δ^+Ago2-myc ES cells transfected with miR-294 vs. cel-239b. Higher values mean enriched in cel-239b vs. miR-294. The *x*-axis represents the fold change in gene expression as measured by microarray. A positive value indicates upregulation of genes in miR-294-transfected cells and a negative value indicates downregulation of genes in miR-294-transfected cells. (B) Overrepresentation of 6-mer (position 2-7) seed matches to miR-294 in the INPUT of *Dicer1* ^Δ/Δ^+Ago2-myc ES cells transfected with miR-294. The *x*-axis represents the sorted gene list from most downregulated (left) to most upregulated (right). The *y*-axes show the significance for each word.

**Figure 3:**
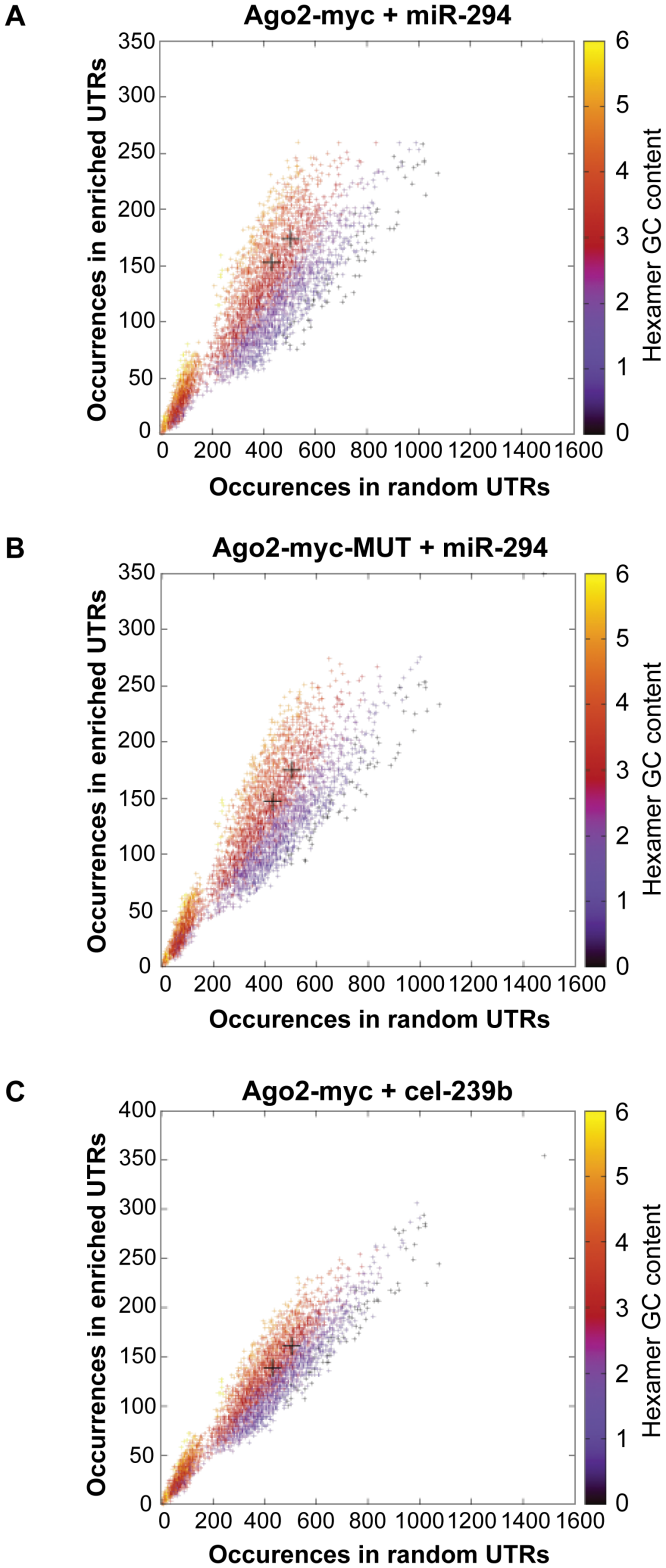
Hexamer composition of enriched 3′ UTRs. Each point represents a hexamer and the color corresponds to its GC content. This plot compares the frequency of hexamers present in ≈500 top-enriched 3′ UTRs vs. ≈2000 non-enriched 3′ UTRs for (A) Ago2-myc transfected with miR-294 (B) Ago2-myc-MUT transfected with miR-294 (C) Ago2-myc transfected with cel-239b. The black crosses indicate the three hexamers contained within the miR-294 seed 8-mer.

To ascertain whether this extra IP enrichment contains miR-294 targets, the correlation between our data and computational miR-294 target predictions was tested. The fraction of genes ranked by *p*-value (based on the likelihood of enrichment) that have a TargetScan prediction was calculated. For samples transfected with miR-294, approximately one-tenth (0.1) are predicted targets by TargetScan for the top 1000-most enriched genes (Figure 4A). For samples transfected with cel-239b, the cumulative fraction is considerably lower (0.04–0.06) (Figure 4A). Thus, there is a correspondence between the degree of observed enrichment and the TargetScan computational target predictions. In contrast, there was no correlation with miRanda [28] target predictions (Figure 4B).

**Figure 4:**
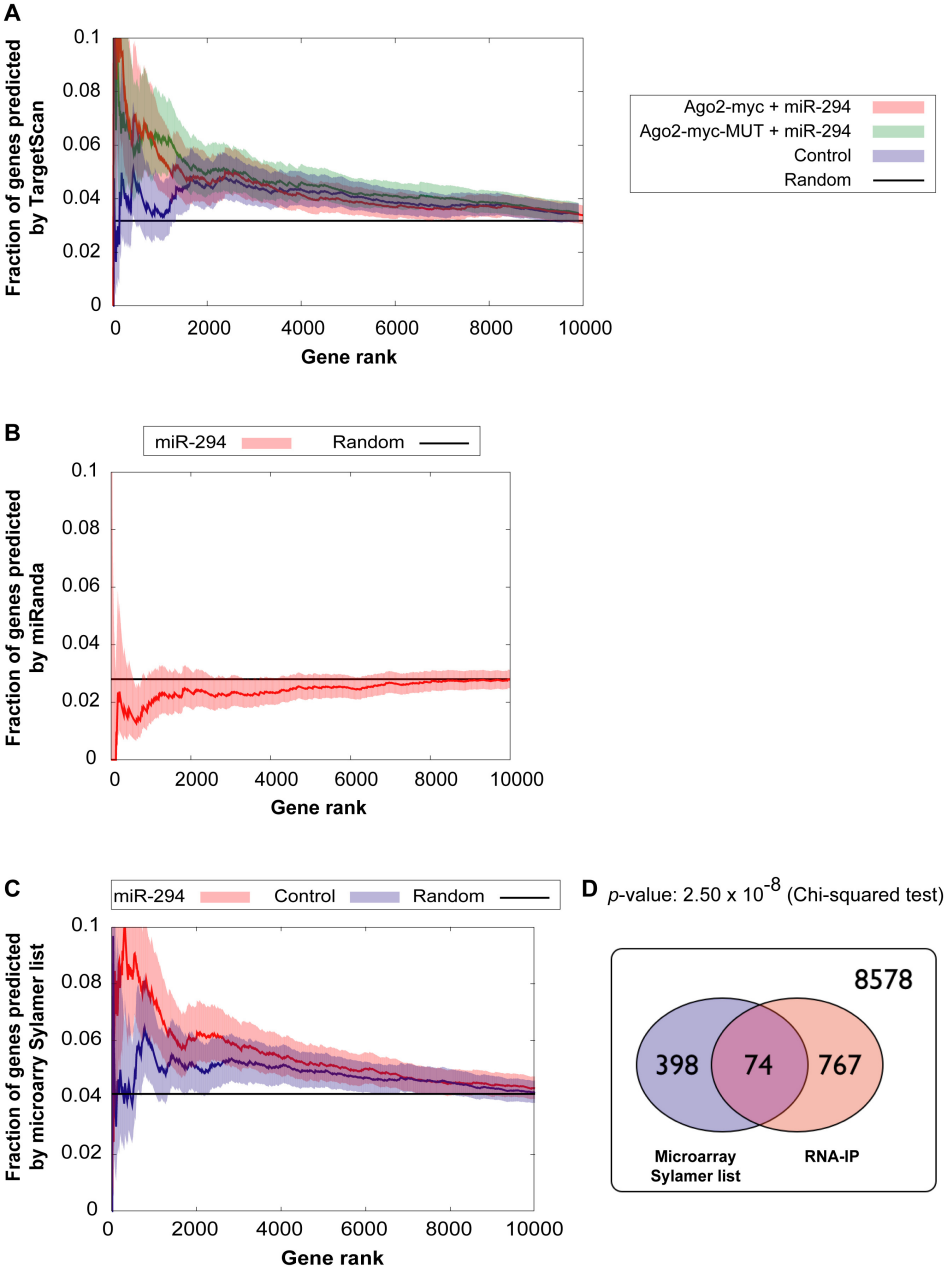
Comparison of genes enriched in the IP with computational and microarray predicted targets. (A,B) Correlation between enriched genes in the IP and computational target predictions. The *x*-axes represent fraction of genes ranked by increasing *p*-value for the likelihood of enrichment in the IP. The *y*-axes represent the fraction of those genes, which have a (A) TargetScan prediction (B) miRanda prediction. Red indicates Ago2-myc samples transfected with miR-294; green indicates Ago2-myc-MUT samples transfected with miR-294; blue indicates samples transfected with cel-239b control miRNA. The black line shows the expected outcome if enrichment and target predictions are independent from one another. (C) Correlation between enriched genes in the IP and microarray target predictions (selected from the Sylamer-based cut-off). The *x*-axis represents the fraction of genes ranked by *p*-value for the likelihood of enrichment in the IP. The threshold for selecting enrichment was a *p*-value <0.003 from the binomial model. (D) Venn diagram overlap between Sylamer microarray target predictions and enriched genes in the IP. 8578 represents the number of genes which were considered (both microarray and RNA-IP data was available) but which were neither depleted on the array nor enriched in the IP.

To have a genome-wide benchmark for identifying miR-294 targets, we compared enriched genes in the IP (selected using a *p*-value <0.003 cut-off) with our microarray-predicted targets. There is a statistically significant correlation between IP enrichment and the microarray-predicted targets (Figure 4C and 4D). The trend is similar to the correlation between IP enrichment and TargetScan predictions (Figure 4A). Thus, miR-294 targets are enriched in the IP but there is also a non-seed-match-specific binding effect that correlates with hexamer GC content.

In summary, a substantial proportion of enriched genes with miR-294 seed matches are not, however, detected in the microarray target predictions. These genes could be direct targets whose transcript levels remain unchanged by miR-294 overexpression and are therefore, not detected by microarray analysis. Alternatively, the basis of this extra enrichment could represent novel targets with non-canonical seed matches, non-specific associations, or technical limitations.

### miR-294 may promote pluripotency through regulation of shared c-Myc targets and upregulation of Lin28

To gain an insight into the biological role of miR-294, we performed a Gene Ontology (GO) analysis on the upregulated and downregulated genes (with at least one 6-mer in their 3′ UTR) selected from the microarray (*B*-statistic >5). The top ten terms included enrichment for genes involved in cell cycle (regulation of the G1-S transition), and development and transcription (Figure 5A). The miR-290-295 cluster has been described as a ‘Trojan horse’ inside ES cells to bring about differentiation [29]. If this were indeed the case, then one would expect to find an enrichment of differentiation-associated terms in the upregulated genes. This is not the case. Instead, the majority of terms associated with differentiation were more enriched in the downregulated genes. In addition, *Lin28* was upregulated by miR-294 transfection into *Dicer1* ^Δ/Δ^ *+*Ago2-myc ES cells (Figure 5C). *Lin28* is considered to be important for stem cell maintenance by blocking the processing of let-7 [30], [31], a critical miRNA involved in differentiation [32]. Furthermore, *Lin28*, in conjunction with *Nanog*, *Oct-4* and *Sox2* can reprogram human fibroblasts into pluripotent cells [33]. 

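Of 34 genes associated with pluripotency that were listed by hand, 30 had a probe past the detection filter. None was downregulated at a *B*-statistic above 5, while *Lin28*, *Klf4* and *Eras* were upregulated. At an adjusted *p*-value below 0.05 (limma), 13 genes had a higher probe and 4 had a lower one, and the *p*-values were below 0.05 for 27 of the 52 probes over all probes tested and for 30 adjusted over the list alone. The largest decreases among the lower genes, named after their values were seen, were those of *Tcfcp2* with a log fold change of -0.60 and *Klf5* with -0.52. The *Tcfcp2* probe was dim (mean log2 signal 6.45), and whether this gene belongs on a pluripotency list was not checked. *Tcfcp2l1*, listed separately, gave 0.07 (adjusted *p* = 0.42 from limma). As a set, the 52 probes were higher (mean log fold change over probes 0.27, median 0.18; adjusted *p* = 6.4e-04 over 5 lists with camera of limma and a preset correlation of 0.01), also with fry (adjusted *p* = 5.7e-04) but not with an estimated correlation (adjusted *p* = 0.087). The follow-up comparisons, chosen after this result was seen, were weaker. With a single probe per gene, camera gave an adjusted *p* of 0.0493 over the 5 lists. The 26 tested genes outside Table S1 gave a camera *p* = 0.098 (fry 0.020, estimated correlation 0.23). For all 30 tested genes, with a probe for each, the median log fold change of 0.06 lay at percentile 93.1 of 10000 random lists of the same brightness. This median was within the central range of those lists, -0.08 to 0.07. The study listed 4 of the 34 genes in Table S1 and none in Table S2. *Oct-4* (*Pou5f1*) gave log fold changes of 0.12 (standard error 0.06, adjusted *p* = 0.18) and 0.04 (standard error 0.06, adjusted *p* = 0.66). The probes for *Nanog* gave 0.62 (standard error 0.13) and 0.19 (standard error 0.06), with *B*-statistics of -1.77 and -3.77. The probes for *Sox2* moved in opposite directions, by 0.31 and -0.32, and their signals overlapped between the groups. *Klf4* gave 0.83 (probe 1170750, standard error 0.06, *B*-statistic 5.72), 0.83 (probe 2650092, *B*-statistic 2.28) and 0.58 (probe 1740594, *B*-statistic 2.67). *Eras* rose by 0.89 (standard error 0.06, *B*-statistic 5.96). With any array left out, *Klf4* probe 1170750 and *Eras* no longer had a *B*-statistic above 5, with lowest values of 3.53 and 3.73, and their log fold changes stayed between 0.79 and 0.85 and between 0.83 and 0.92. *Klf4* probe 1740594 passed the cut-off after the variance-stabilizing transformation.

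**Figure D1:**
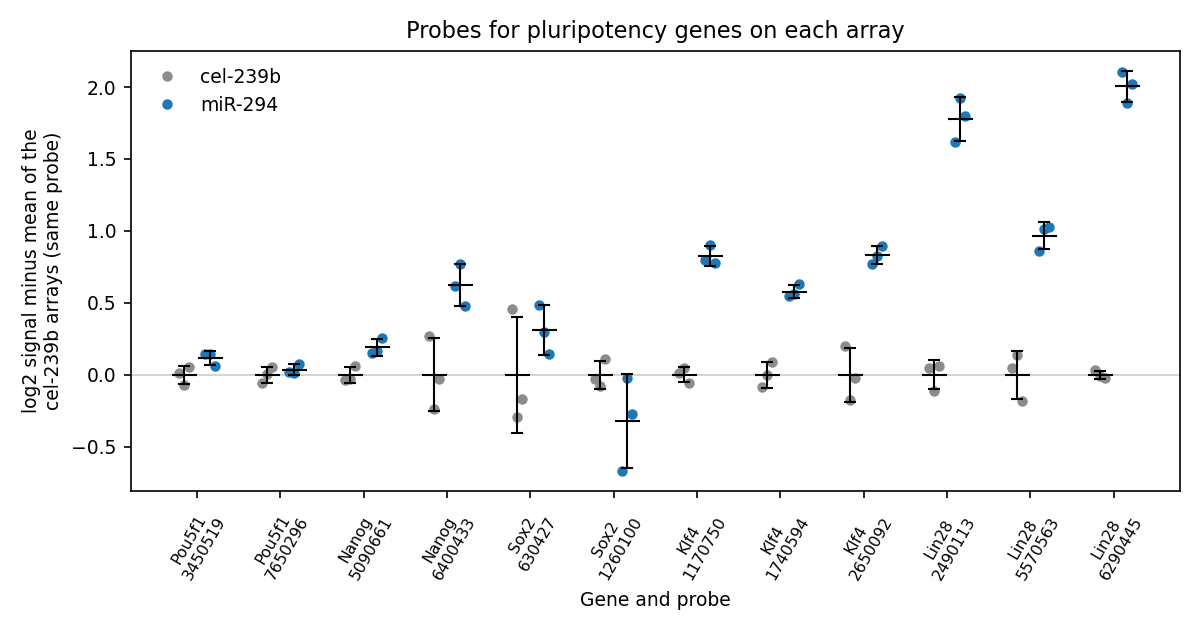
Log2 signal of each probe for *Pou5f1*, *Nanog*, *Sox2*, *Klf4* and *Lin28* on the 3 cel-239b arrays (grey) and the 3 miR-294 arrays (blue), as the difference from the mean of the cel-239b arrays for that probe. Horizontal bars are means and whiskers are SD; the groups overlap for both *Sox2* probes and for *Pou5f1* probe 7650296, and *Lin28* probe 5570563 was detected on no cel-239b array, so that its difference rests on background signal; the highest points are those of *Lin28*, above the difference of 0.62 of *Nanog* probe 6400433.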

No pluripotency genes were detected amongst the downregulated genes. This is consistent with a potential role of miR-294 in the maintenance of the pluripotent state because co-expression of miRNAs that directly target the pluripotency factors would be detrimental to ES cells.

**Figure 5:**
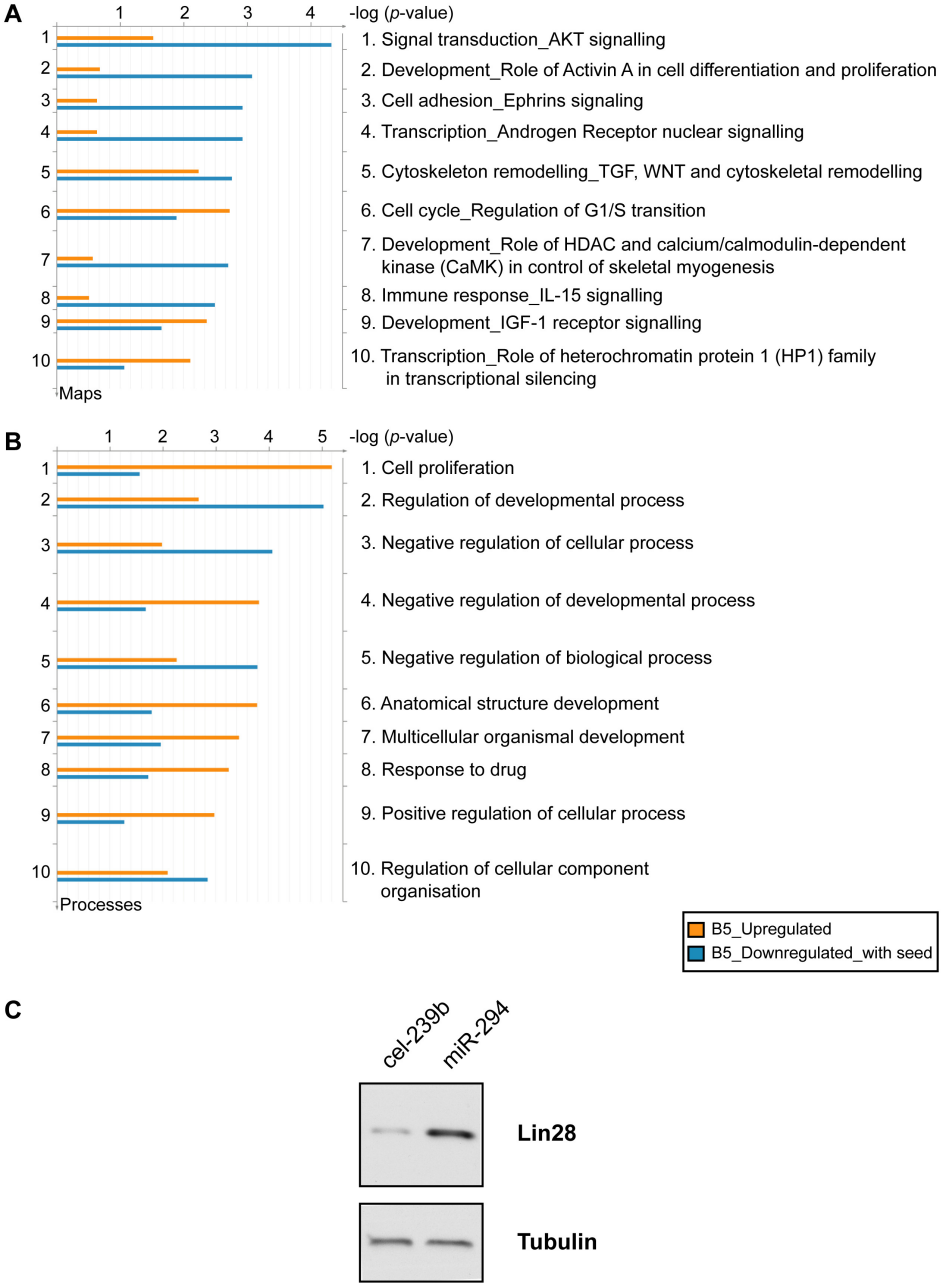
Functional enrichment of genes differentially expressed upon miR-294 transfection. Genes identified with differential expression from the microarray analysis were assigned functions based on Gene Ontology (GO) annotations using the GeneGo tool (GeneGo Inc). Functional ontologies are represented by (A) GeneGo canonical pathway maps (B) GO processes. The top ten terms are shown for downregulated genes (*B*-statistic >5) with at least one 6-mer site in its 3′ UTR (orange) and upregulated genes (*B*-statistic >5) (blue). (C) Western blot of Lin28 expression in *Dicer1* ^Δ/Δ^+Ago2-myc ES cells transfected with cel-239b control miRNA or miR-294.

In keeping with cell proliferation as the top-ranking functional GO category (Figure 5B), miR-294 has previously been reported to be able to substitute for *c-Myc*, but not *Oct-4*, *Sox2* or *Klf4*, in the reprogramming of mouse embryonic fibroblasts (MEFs) into induced Pluripotent Stem (iPS) cells [14]. The authors posited that miR-294 acts as a downstream target of *c-Myc*, which binds to the promoter region of *mir-290-295*. To test the alternative (and not exclusive) possibility that miR-294 may also substitute for *c-Myc* by regulating shared targets, a GeneGo (GeneGo Inc) network was generated using the downregulated and upregulated genes (with a *B*-statistic >5) from the microarray as an input list. 

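One of the 2 probes for *c-Myc* passed the detection filter. Its log2 signal was 7.13 ± 0.14 (SD, n = 3) with miR-294 and 6.89 ± 0.01 (SD, n = 3) with cel-239b, a log fold change of 0.25 (standard error 0.08, adjusted *p* = 0.047 from limma, *B*-statistic -3.84). It was not lower with miR-294: each miR-294 array lay above each cel-239b array. The log fold change lay between 0.12 and 0.33 over the alternatives tried and the adjusted *p*-value between 0.014 and 0.16.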

The resulting networks revealed enrichment for a subset of targets of the c-Myc network (Figure 6). c-Myc was a central node with direct regulatory connections to target genes, but it was not itself a target of miR-294. However, many c-Myc target genes were downregulated directly or upregulated indirectly by miR-294. This suggests that miR-294 and c-Myc regulate an overlapping set of target genes, which is consistent with their comparable roles during iPS induction [14]. Thus, from the GeneGo network, miR-294 appears to act synergistically with c-Myc on a subset of targets. However, miR-294 may also repress a subset of targets that are induced by c-Myc. 

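Of the genes marked as changed on Figure 6, 49 of those drawn in the c-Myc network are listed in Table S1 or Table S2. The labels NOTCH1, PAF49 and BEX1 of the figure were found in neither and were left out. The figure marks 26 of the 49 genes as upregulated and 23 as downregulated. Taking the probe with the highest mean signal for each gene, 48 changed in the marked direction, and the signals of 48 did not overlap between the groups, where chance gives 10%. The exception in direction was *Rpl31*, with a log fold change of -0.02. Another *Rpl31* probe gave -0.44 as cel-239b minus miR-294, and so rose in the marked direction. Taking any probe of a gene, a *B*-statistic above 5 in the marked direction was reached by 17 of the genes, 9 upregulated and 8 downregulated. *Fkbp11*, *Slc9a3r2* and *Irf2* are given because they were among the largest changes, and so were chosen after their values were seen. *Fkbp11* rose from 7.80 ± 0.04 to 9.26 ± 0.05, a log fold change of 1.46 (standard error 0.06, adjusted *p* = 2.2e-05 from limma). *Slc9a3r2* rose by 1.37 (standard error 0.09), although its *B*-statistic of 6.33 dropped to 5 or below, to as low as 4.01, when cel-239b replicate 1 or any of the miR-294 arrays was left out. *Irf2* changed by -1.41 (standard error 0.07, *B*-statistic 8.80). The genes had been selected on these arrays, so the shared direction is not independent evidence.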

Since the reprogramming process is not identical when miR-294 is substituted for *c-Myc* [14], this might perhaps explain some of the observed differences between them during the derivation of iPS cells. This network motif, in which c-Myc both activates a target, and inhibits it via miR-294, is described as “incoherent feedforward” regulation [34]. 

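*Lefty1* and *Lefty2* were each measured by a single probe. The log2 signal of *Lefty1* was 12.21 ± 0.06 (SD, n = 3) with cel-239b and 10.67 ± 0.06 (SD, n = 3) with miR-294, a log fold change of -1.54 (standard error 0.06, adjusted *p* = 2.2e-05 from limma, *B*-statistic 9.98). That of *Lefty2* was 10.41 ± 0.12 and 9.39 ± 0.03, a log fold change of -1.03 (standard error 0.07, adjusted *p* = 1.7e-04, *B*-statistic 6.08). With each array left out in turn, the log fold change of *Lefty1* stayed between -1.57 and -1.51 with a *B*-statistic above 5. That of *Lefty2* stayed between -1.07 and -0.96, and its *B*-statistic was above 5 only when cel-239b replicate 1 or 2 was the array left out, with 3.83 as the lowest value.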

Our network also includes a previously hypothesised incoherent feedforward loop involving *Oct-4*, miR-294 and *Lefty1/Lefty2* [35]. The functional significance of the incoherent feedforward loop has not been fully delineated but it can accelerate the response following a stimulus by decreasing the target concentration, fine tune steady state levels and buffer against perturbation [34]. In conclusion, miR-294 may promote pluripotency through regulating a shared subset of c-Myc target genes rather than simply being a downstream effector of c-Myc, and through the upregulation of pluripotency-associated genes, such as *Lin28*.

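Of the 4 probes for *Lin28* on the array (now named *Lin28a* in the RefSeq annotation of GRCm38.p6), 3 passed the detection filter and all 3 were higher with miR-294. Probe 6290445 rose from a log2 signal of 8.18 ± 0.03 (SD, n = 3) to 10.19 ± 0.11 (SD, n = 3), a log fold change of 2.01 (standard error 0.07, adjusted *p* = 1.3e-05 from limma, *B*-statistic 10.89). Probe 2490113 rose from 8.53 ± 0.10 to 10.31 ± 0.15, a log fold change of 1.78 (standard error 0.09, *B*-statistic 8.21). Probe 5570563 was detected on no cel-239b array and was at least 1.55-fold higher with miR-294 on the scale used here (adjusted *p* = 6.0e-04 from limma, *B*-statistic 3.66, above 5 only with median scaling). Its log fold change was 0.27 after the variance-stabilizing transformation and 0.55 without background correction. Both values lie below that bound, which is 0.63 on the log2 scale. With each array left out in turn, the log fold changes of the brighter pair of probes stayed between 1.95 and 2.06 and between 1.70 and 1.85, with *B*-statistics above 5. In the network of genes past the *B*-statistic cut-off, many targets of c-Myc were changed although c-Myc was not itself a target, from which the paper proposes that miR-294 and c-Myc regulate overlapping genes. The paper also shows Lin28 protein by Western blot, and finds most differentiation terms more enriched among the downregulated genes. From this, the rise of *Lin28*, and the lack of pluripotency genes among those that fell, it proposes a role of miR-294 in maintaining the pluripotent state.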

**Figure 6:**
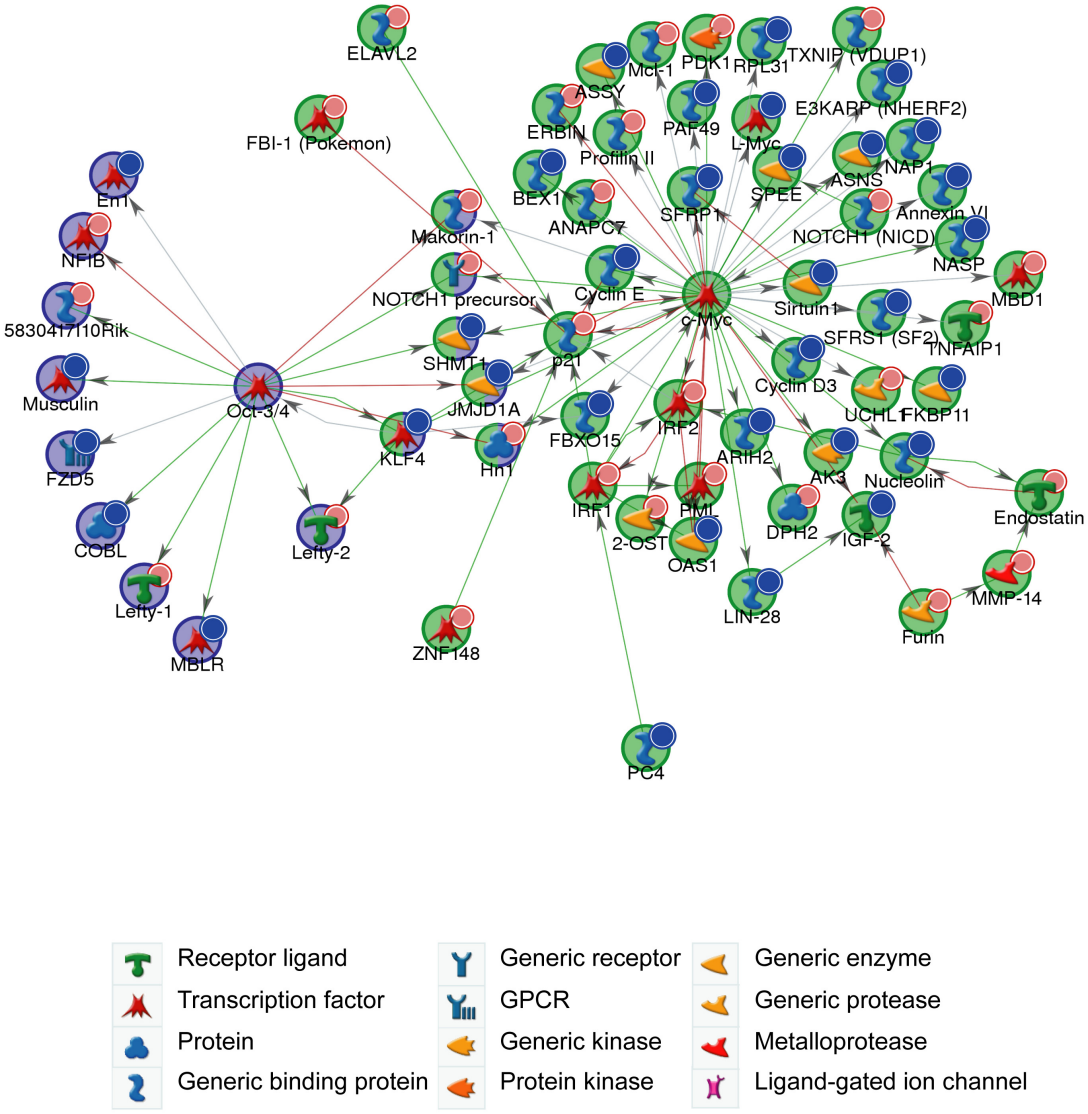
c-Myc and Oct-4 networks. GeneGo network generated from microarray gene expression data. Downregulated genes (*B*-statistic >5) with at least one 6-mer site in its 3′ UTR are marked with red circles; upregulated (*B*-statistic >5) with blue circles. c-Myc network (*p*-value <1.70×10^−130^); Oct-4 network (*p*-value <8.20×10^−35^). Green arrows indicate an activating effect; red arrows an inhibitory effect and grey is an unspecified effect.

## Discussion

Our findings show that miR-294 regulates a subset of c-Myc target genes, and upregulates Lin28. We did not observe substantial overlap between *Oct-4*, *Nanog* or *Sox2* regulated genes and miR-294-regulated transcripts. Thus, the effects on c-Myc and Lin28 are distinct from the other core pluripotency factors, consistent with previous data that proposed functional differences between targets of Myc and that of the other core pluripotency factors [36]–[38]. Furthermore, our conclusions are supported by a recent study [39]. However, we did not detect upregulation of *c-Myc* mRNA by miR-294 in our microarray results, but rather *Mycl1*, which belongs to the Myc family of transcription factors. This difference could be a result of the different microarray platforms used for the transcriptome analyses.

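*Mycl1* (now *Mycl*) was measured by 1 probe, whose log2 signal was 7.32 ± 0.14 (SD, n = 3) with cel-239b and 8.39 ± 0.05 (SD, n = 3) with miR-294. The log fold change was 1.07 (standard error 0.08, adjusted *p* = 2.0e-04 from limma, *B*-statistic 5.62). It stayed between 0.99 and 1.14 with each array left out in turn, with a *B*-statistic above 5 only when cel-239b replicate 1 was left out and 3.46 as the lowest value. The difference between the responses of *Mycl1* and *c-Myc* was not tested.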

Indeed, we identified other networks that were enriched for miR-294-regulated transcripts, which included *Sp1*, *Esr1*, *Hnf4-alpha*, *p53* and *Stat3*. The integration of miRNAs into transcriptional networks offers versatility to the regulatory outputs: it enables miRNAs to affect the dynamical properties of transcription factor targets, modulate the strength of transcription factors, and increase the robustness of transcription factor networks. With respect to c-Myc, this model may provide insights on how the initial proliferation defects of *Dicer1*-null ES cells can be compensated with time [7], [8], and indicates a resetting of the transcriptional network in the absence of miRNAs.

This is the first study to use *Dicer1*-null ES cells combined with a biochemical approach to identify targets of a single miRNA at a time. A surprising finding was that there was a GC bias in hexamer composition in the 3′ UTRs of enriched transcripts. This effect was much greater for samples transfected with miR-294 than with cel-239b, implying that there is a biological basis for this association. Such transcripts with no predicted canonical seed matches may reflect binding to miRNAs that don't follow the rules of seed-driven target recognition or non-specific associations. Recently, a role for seed sequence-independent regulation has emerged for miR-328, which acts through its C-rich region to titrate a translational inhibitor, hnRNP E2 protein, from its target mRNA [40]. However, the possibility of non-canonical targets would require careful verification.

A pertinent issue for the biochemical approach is the ability of miRNAs to induce mRNA destabilisation independently of Ago2-catalysed slicing, as this could hamper the isolation of mRNAs that are being degraded. One possible way to address this in future work is to explore different Ago2 mutants that cannot interact with factors that bring about mRNA destabilisation, such as GW182 [41]. The use of such a mutant might improve the likelihood of retaining intact mRNAs and increase the efficiency of the pull down.

Despite a large discrepancy between miRNAs found in human and mouse ES cells, there are homologs of the miR-290-295 cluster in human ES cells (miR-371, miR-372 and miR-373) [10], alluding to an important role of these miRNAs in the pluripotency of mammalian ES cells. Given the expression of miR-294 in primordial germ cells [42] and its function in pluripotency, it will be interesting to determine the effects of miR-290-295 conditional deletion upon the germline.

## Materials and Methods

### Cell culture

Mice carrying floxed alleles of *Ago2* or *Dicer1* were described previously [43], [44]. *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ ES cells were derived from *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ blastocysts and cultured on feeders in media supplemented with leukaemia inhibitory factor. *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ ES cells were transfected with linearised plasmids of pCAG-Ago2-myc, pCAG-Ago2-myc-MUT or pCAG-myc, and selected with G418. To excise the floxed alleles of *Ago2* and *Dicer1* in *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ stable clones, ES cells were transfected with Cre-GFP plasmid (Addgene). After 24 hr, GFP-positive cells were flow-sorted (FACSAria, BD Biosciences). 2000 or 4000 cells/10 cm dish were plated to enable picking of single colonies. The genotype of individual clones was determined by PCR using primers: Dicer-FN 5′-GGT TAC ATG GCT AGA CTC AAA GC-3′; Dicer-RN 5′-AGG TGC CTT TCG TTT AGG AAC-3′; Dicer-FWF 5′-AAA GCA GAA CTC TAA TGC CCC-3′. It was further confirmed by profiling the expression of mature miRNAs from the miR-290-295 cluster (Figure S1C). ES cells were maintained in ES cell medium, in the absence of feeders on gelatinised tissue culture plates. ES medium consisted of:: DMEM/F12 (Invitrogen), 15% FCS (Gibco), 2 mM L-glutamine (Gibco), 0.1 mM non-essential amino acids (Gibco), 1 mM sodium pyruvate (Sigma), 0.12% sodium bicarbonate (Sigma), 10 µM β-mercaptoethanol (Gibco), 50 µg/ml penicillin/streptomycin (Gibco), and 2×10^3^ U/ml LIF (Chemicon).

### Plasmids

The *Ago2* coding sequence was amplified from 129Sv/Ev mouse ES cell cDNA by PCR using primers: Ago2-5′ 5′- AGA ATT CAT GTA CTC GGG AGC CGG CCC CGT TCT T-3′; Ago2-3′ 5′-ATG CGG CCG CTC ACA GAT CCT CTT CTG AGA TGA GTT TTT GTT CAG CAA AGT ACA TGG TGC GCA G-3′ to contain a carboxy-terminal myc-epitope tag. Q633R and H634A point-mutations were introduced by site-directed mutagenesis using the QuiKChange kit (Stratagene). For the mammalian expression constructs, wild-type and point-mutated *Ago2-*myc in pCAGIG were digested with Sal1-Not1 to include the CAG promoter upstream of the *Ago2-myc* coding sequence and ligated into pEGFP-1 (Clontech), which was pre-digested with Sal1-Not1 to remove the EGFP coding sequence.

### Transfection

Transfections were performed using the Mouse ES Cell Nucleofection Kit (Lonza), and program A23 of Nucleofactor I apparatus (Lonza), as specified by the manufacturer's instructions. Transfections of miRNA mimics mmu-miR-294 and cel-239b (Dharmacon) was performed as described in [17]. Briefly, for microarray analysis, approximately 4×10^6^ *Dicer1*-null ES cells were resuspended in 90 µl mouse ES cell Nucleofection Solution. 300 pmol of miR-294 and 1 µg pEGFP-1 (Clontech) plasmid (which served as a control for transfection efficiency) were diluted in 10 µl Nucleofection Solution, mixed with the cells and transferred to a Lonza cuvette. For RNA-IP experiments, cells were transfected with 300 pmol of miR-294 or cel-239b control miRNA (Dharmacon) and harvested 12–16 hr after transfection for immunoprecipitation.

### Western blotting

Cells were lysed in lysis buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and protease inhibitors). Equal concentration of the lysed proteins were separated on polyacrylamide-SDS gels, transferred onto PVDF Hybond membrane and probed with the following primary antibodies: anti-Ago2 (Abnova, 1∶1000), Lin28 (Cell Signaling Technology, 1∶1000), Tubulin (Sigma, 1∶5000). This was followed by incubation with horseradish peroxidase-conjugated secondary antibodies. ECL kits (Amersham) were used for detection.

### Immunofluorescence

Cells were grown on *Lab-Tek* chamber slides and fixed with 4% paraformaldehyde in PBS for 15 minutes at room temperature. Cells were blocked in 1% BSA/0.1% Triton X-100 in PBS and incubated O/N at 4°C with the following primary antibodies: anti-Eomes (eBioscience, 1∶200), anti-Oct3/4 (BDBiosciences, 1∶200). This was followed by incubation with AlexaFluor secondary antibodies (1∶500; Molecular Probes) and DAPI (1∶1000; Sigma), for 1 hr at room temperature.

### miRNA– and RNA–immunoprecipitation

miRNA- and RNA-immunoprecipitation was performed in native conditions as described [45]–[47]. 2.5×10^7^ cells were pelleted and resuspended in 220 µl ice-cold Polysomal Lysis Buffer [100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES (pH 7.0; Gibco), 0.5% NP40, 1 mM DTT, 200 U Recombinant RNasin Ribonuclease Inhibitor (Promega), 200 U SUPERase•In RNase inhibitor, and Protease Inhibitor Cocktail]. The lysate was passed through a 27G needle five times, incubated on ice for 30 min at 4°C and then transferred to –80°C to promote lysis. The lysate was then thawed on ice, centrifuged (15 min, maximum speed, 4°C), and the supernatant was transferred to a new tube. 400 U DNase (Roche) was added and incubated on 30 min at 4°C. 20 µl of the lysate was saved for the INPUT at –80°C. The remaining lysate was diluted in 800 µl NT2 buffer [50 mM Tris-Hcl (pH 7.4), 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP40, Protease Inhibitor Cocktail, 200 U Recombinant RNasin Ribonuclease Inhibitor] and pre-cleared for 2 hr at 4°C with 20 µl Dynabeads-Protein A (Invitrogen), which had been pre-blocked in 0.5% BSA +1 mg/ml yeast tRNA (Ambion). The supernatant was incubated with 20 µl anti-myc (Cell Signaling Technology) antibody O/N at 4°C and 200 U Recombinant RNasin Ribonuclease Inhibitor. The next day, the RNA/antibody complex was precipitated by addition of 50 µl Dynabeads-Protein A for 2 hr at 4°C. The beads were washed with 1 ml NT2 buffer four times and then resuspended in 100 µl NT2 buffer and transferred to a fresh tube. 80 µl of NT2 buffer was added to 20 µl of the stored INPUT. RNA was extracted with 1 ml Trizol according to the manufacturer's protocol and RNA was resuspended in 20 µl H_2_O. To amplify mRNA 20 cycles for sequencing, 1 µl of IP (10–40 ng/µl) and 1 µl of INPUT (diluted to 0.5–2.5 ng/µl) were used. For sequencing of mRNAs, the single cell method was modified according to [48]. For 220-plex microRNA expression profiling, 220 miRNAs were reverse transcribed, amplified and then analysed by Q-PCR, as described [49], [50].

### Real-time quantitative PCR

Quantitative PCR was performed on an ABI PRISM 7000 sequence detection system (Applied Biosystems). For SYBR Green fluorescent nucleic acid dye, primers were designed in order to achieve product lengths between 50 and 100 bp. TaqMan probes were used for detection of mature miRNAs by Q-PCR. The reaction conditions were: 95°C 10 min, 40× (95°C 15 s, 60°C 1 min). Data was normalised to *HPRT*, or INPUT RNA amount in the case of RNA- and miRNA-immunoprecipitation experiments, using the ΔΔC_T_ method [51].

### Microarray

Feeder-free *Ago2^Δ^* ^/*Δ*^;*Dicer1^Δ^* ^/*Δ*^+Ago2*-*myc ES cells were transfected in triplicate with 1 µg of pEGFP-1 and 300 pmol of miR-294 mimic or *C. elegans* cel-239b control miRNA and harvested 24 hr later. Cells were sorted for GFP expression and total RNA was isolated using the RNeasy Mini kit (Qiagen). 1 µg of total RNA from each triplicate (six samples in total) was sent to Cambridge Genomic Services, Cambridge University for sample processing and hybridisation to MouseWG-6 v2.0 Illumina microarrays. Cambridge Genomic Services performed the quality control analysis, gene selection, and data normalisation. Microarray data analysis was carried out using the R language with Bioconductor packages [52] and custom-written code. GO and network analysis were performed using the online software MetaCore from GeneGo Inc. Microarray data were deposited in the Gene Expression Omnibus (GEO) database (Accession Code: GSE20048).

### RNA–Sequencing

The amplified cDNAs from the IP and INPUT were subjected to SOLiD library preparation by ABI. The cDNAs were then sequenced by ABI's next-generation sequencing SOLiD system. RNA-Sequencing reads were mapped to RefSeq transcripts using ABI's pipeline, as described [48]. To visualise the data, we typically plotted the fraction of reads for a given gene which came from the IP library: 
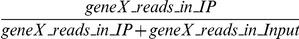

Differential representation was measured as the probability that 
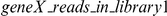
 was drawn from a binomial distribution with
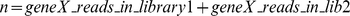
and
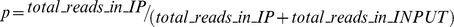

Sequencing data were deposited in the GEO database (Accession Code: GSE20199).

## Supporting Information

Figure S1 *Dicer1*-null ES cells. (A) Genomic organisation of the *mir-290-295* cluster of miRNAs from mouse chromosome 7. Expression profiling of miR-290-295 mature miRNAs in *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ ES cells. Error bars indicate S.D. (B) *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ and *Ago2* ^Δ/Δ^;*Dicer1* ^Δ/Δ^+Ago2-myc ES cells were immunostained for the pluripotency marker Oct-4 (red), and the trophoblast marker Eomes (green). Trophoblast stem (TS) cells were used as a negative control for Oct-4 and a positive control for Eomes. Scale bar: 10 µm. (C) Functional loss of *Dicer1* was confirmed by profiling the mature miRNAs from the miR-290-295 cluster in *Ago2* ^Δ/Δ^;*Dicer1* ^Δ/Δ^+Ago2-myc ES cells. Values calculated for *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ were set as one. Error bars indicate S.D.
(3.01 MB TIF) Click here for additional data file.

Figure S2 RNA-Immunoprecipitation of Ago2-myc. (A) Immunoprecipitation of wild-type (WT) or catalytically-inactive (MUT) myc-tagged Ago2 from *Dicer1* ^Δ/Δ^+Ago2-myc transgenic ES cells using anti-myc antibody. The Western blot was immunoblotted with anti-Ago2 antibody (SUP: supernatant). (B) Isolation of Ago2-myc bound RNA from *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ transgenic ES cells and miRNA profiling of miR-292-3p, miR-293 and miR-294. Error bars indicate S.D. Data is normalised to levels of miRNA in the INPUT and are relative to the myc tag control. (C) Isolation of Ago2-myc bound RNA from *Dicer1* ^Δ/Δ^+Ago2-myc ES cells transfected with miR-294 or cel-239b, followed by Q-PCR of a known miR-294 target, *Cdkn1a*. Error bars indicate S.D. Data is normalised to levels of transcript in the INPUT, and are relative to cel-239b-transfected cells.
(1.55 MB TIF) Click here for additional data file.

Figure S3 Experimental scheme for RNA-IP strategy. (A) Scheme of RNA-IP strategy. miR-294 or cel-239b was transfected into *Dicer1* ^Δ/Δ^+Ago2-myc ES cells. Cells were harvested 12 hr post-transfection and lysed. A fraction of the cell lysate was saved for the INPUT. Anti-myc antibodies were used to immunoprecipitate Ago2-myc. RNA was then isolated from immunoprecipitated Ago2-myc and the INPUT, and then reverse transcribed. cDNAs were amplified, subjected to library preparation and sequenced. (B) Transfection efficiency of small RNAs in unsorted *Dicer1* ^Δ/Δ^+Ago2-myc-WT ES cells transfected with different concentrations of miR-291a-5p and harvested 12-16 hr post-transfection. Data is normalised to *Hprt* and is relative to *Dicer1* ^Δ/Δ^+Ago2-myc-WT ES cells, which serves as a control. Endogenous miR-291a-5p levels in *Ago2* ^flox/flox^;*Dicer1* ^flox/flox^ ES cells are included as a comparison for transfected levels of miR-291a-5p. Error bars indicate S.D.
(0.58 MB TIF) Click here for additional data file.

Figure S4 Cumulative histogram for IP enrichment. The *x*-axis represents IP/(INPUT + IP). Black line: Ago2-myc transfected with cel-239b. Blue line: Ago2-myc transfected with miR-294. Red line: Ago2-myc-MUT transfected with miR-294. Values close to 0.5 indicate that the IP and INPUT libraries are similar whereas values above 0.5 suggest that there is extra enrichment in the IP.
(0.45 MB TIF) Click here for additional data file.

Table S1 Genes upregulated on the microarray with a *B*-statistic >5. A negative log FC (Fold Change) indicates upregulation.
(0.05 MB DOC) Click here for additional data file.

Table S2 Sylamer list of microarray target predictions. The number of 6-mer, 7-mer and 8-mer in their 3′ UTRs are indicated. The top 127 downregulated genes with at least one miR-294 seed match and a *B*-statistic >5 are highlighted in bold typeface.
(0.18 MB DOC) Click here for additional data file.

# Supplementary material for: Genome-Wide Identification of Targets and Function of Individual MicroRNAs in Mouse Embryonic Stem Cells
**Source:** PLoS Genet. 2010 Oct 21;6(10):e1001163. doi: 10.1371/journal.pgen.1001163
**Supplement:** Table S1 — Genes upregulated on the microarray with a B-statistic >5. A negative log FC (Fold Change) indicates upregulation. (0.05 MB DOC)

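The table gives the log fold change of cel-239b over miR-294 for each probe past the cut-off, so that the sign is opposite to that of the values given beside the claims on single genes. It holds 182 values for 162 distinct genes. Each of these genes had a probe that passed the detection filter, and each had a probe that was higher with miR-294 at an adjusted *p*-value below 0.05 in the limma fit. For 161 of the genes the probe with the highest mean signal was higher, with a median log fold change of 0.67. A *B*-statistic above 5 was reached by 66 of the genes, and the median of the highest *B*-statistic of the other 96 genes was 2.96. With the variance-stabilizing transformation, 160 of the genes passed the cut-off. Between 19 (without miR-294 replicate 3) and 44 (without cel-239b replicate 1) passed when an array was left out.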

**Supplementary Table 1** **Genes upregulated on the microarray with a *B*-statistic > 5.** A negative log FC (Fold Change) indicates upregulation.

# Supplementary material for: Genome-Wide Identification of Targets and Function of Individual MicroRNAs in Mouse Embryonic Stem Cells
**Source:** PLoS Genet. 2010 Oct 21;6(10):e1001163. doi: 10.1371/journal.pgen.1001163
**Supplement:** Table S2 — Sylamer list of microarray target predictions. The number of 6-mer, 7-mer and 8-mer in their 3′ UTRs are indicated. The top 127 downregulated genes with at least one miR-294 seed match and a B-statistic >5 are highlighted in bold typeface. (0.18 MB DOC)

**Supplementary Table 2 Sylamer list of microarray target predictions.**

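The columns count matches to the miR-294 seed of 6, 7 and 8 nucleotides in the 3′ UTR of each gene, as found by the authors. The longest match was an 8-mer for 117 genes, a 7-mer for 181 genes and a 6-mer for 189 genes. Taking the probe with the highest mean signal for each gene, the mean log fold change with miR-294 was -0.57 ± 0.31 (SD across genes) with an 8-mer, -0.58 ± 0.36 with a 7-mer and -0.47 ± 0.24 with only a 6-mer. Genes with an 8-mer fell further than genes with only a 6-mer by a mean difference of -0.10 (two-sided permutation test of genes with 100000 resamples, *p* = 0.0016, adjusted *p* = 0.0023 over 3 comparisons). The difference between genes with a 7-mer and only a 6-mer was -0.11 (permutation *p* = 3.8e-04, adjusted *p* = 0.0011). Genes with an 8-mer and a 7-mer did not differ beyond chance, with a mean difference of 0.01 (permutation *p* = 0.76). The variance-stabilizing transformation moved the comparison of 8-mer and 6-mer most, to -0.06. Genes are not independent replicates, and those of the table were chosen because they fell on these arrays, which narrows the range of the values compared.

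**Figure D2:**
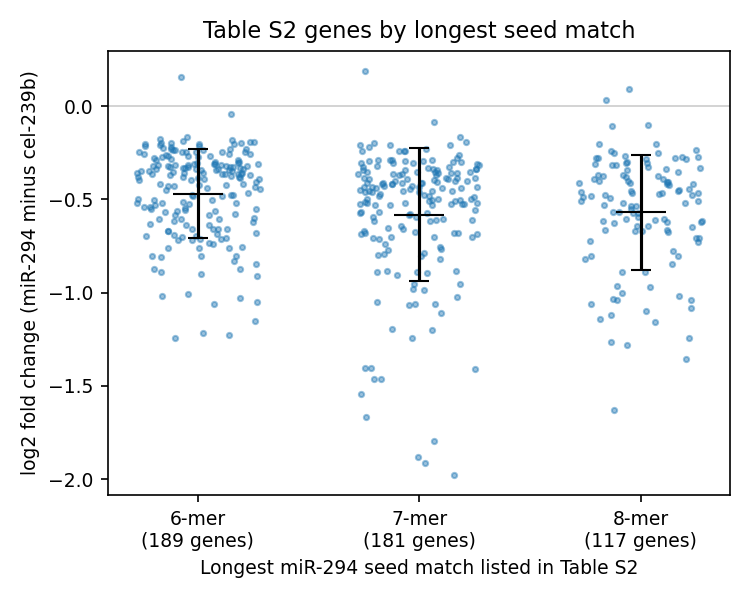
Log2 fold change (miR-294 minus cel-239b, vertical axis) of each gene of Table S2, grouped by the longest seed match in its 3′ UTR; each point is 1 gene, horizontal bars are means and whiskers are SD across genes. The mean is -0.47 for the 189 genes with only a 6-mer, -0.58 for the 181 with a 7-mer and -0.57 for the 117 with an 8-mer, and the spreads overlap widely.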

The number of 6-mer, 7-mer and 8-mer in their 3’ UTRs are indicated. The top 127 downregulated genes with at least one miR-294 seed match and a *B*-statistic > 5 are highlighted in bold typeface.

How the deposited data were processed for this re-analysis (not part of the article)

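RNA of *Dicer1*-null ES cells that carried Ago2-myc was measured on 6 Illumina MouseWG-6 arrays, 3 of cells transfected with miR-294 and 3 of cells transfected with cel-239b. The authors deposited the signal intensity of each probe and array as the mean over its beads, as exported by the array software with no normalization and no background subtraction. The deposited values also give the bead standard deviation on the intensity scale, the number of beads (10 to 155) and a detection score from 0 to 1 against the negative controls of the array. The lowest deposited signal was 38.2. A further 24 columns, which hold the minimum, maximum, standard deviation and number of arrays for each sample, were not used. The 2 groups were taken from the sample titles, and the immunoprecipitation and sequencing samples of the study were not analysed here.

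The data were processed in R 4.3.3 with limma 3.58.1. The background was estimated per array by the normexp method from the detection *p*-values, taken as 1 minus the score, and the corrected signals were offset, quantile normalised and log2 transformed. Probes with a detection *p*-value below 0.01 on at least 3 arrays were kept. A linear model with 1 term for miR-294 was fitted to each probe without a block, with empirical Bayes moderation and a prior share of 0.01 for the *B*-statistic. A probe was called with a *B*-statistic above 5, and a gene when any of its probes was called. All log fold changes are miR-294 minus cel-239b on the log2 scale, except where values of Table S1 are set beside them. The number of arrays limits the precision. The median signal was between 55.8 and 63.2 for undetected probes and between 303 and 408.8 for detected probes of an array.

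The probes named in the text were set by a rule. It took the 5 probes with the largest increase and the 5 with the largest decrease among called probes that did not overlap between the groups, every gene that the paper names for the microarray, the genes labelled on Figure 6 that Table S1 or Table S2 lists, *Dicer1* and *Ago2*, and members of the gene lists past the cut-off. Of the genes on Figure 6, only the 3 with the largest increase and the 3 with the largest decrease in the c-Myc network were kept as named probes, a narrowing by size made after the values were seen, and the others are given as counts. This left 44 probes. Not every member of the gene lists is reported by name here. For genes with several probes, comparisons of lists took the probe with the highest mean signal. The lists of genes for pluripotency, differentiation, interferon stimulation, induction by Myc and induction by p53 were written by hand and tested as sets with camera at a preset inter-gene correlation of 0.01, and adjusted over the 5 lists. The rule, the lists, the comparisons between the groups and the alternatives were fixed before the data were examined. Chosen later were 2 alternatives, the tests of list members outside Table S1 and Table S2, the comparisons with random lists of the same brightness, and the tests of background correction and log scale on genes outside the tables. The division by a common factor in the comparison with the values of Table S1 was also chosen later.

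The alternatives were no background correction, median scaling, cyclic loess, a variance-stabilizing transformation from the bead standard deviations, detection on at least 1 array, on all 6 arrays or no filter, thresholds on the adjusted *p*-value, the replicate number as a block, array quality weights, each array left out in turn, and for the lists fry and an estimated correlation. Chosen after seeing the data were the variance-stabilizing transformation combined with detection on at least 1 array, and for the lists a single probe per gene. The search for seed matches in 3′ UTRs and the comparison of genes with and without a seed match were not run, because 3′ UTR sequences were not used here, and a block for the BeadChip was not run because the data name none.

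Names were compared with the RefSeq annotation of GRCm38.p6. Of 30774 distinct names of the array, 15991 were current symbols, 5944 were synonyms and 8839 had no match, and names are given as on the array unless a current symbol is stated. The steps were tested on simulated data with 3 arrays per group, in which 200 of 15737 probes were changed by 1 or 1.5 on the log2 scale. Of these, 118 were called (59%), none in the wrong direction, and no unchanged probe was called. The real arrays differ from this setting. On them, 4724 probes had an adjusted *p*-value below 0.05 from limma, and called probes changed by as little as 0.64. The simulation therefore does not give the error rate of the calls made here.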

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

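The tests of the background correction and of the log scale were chosen only after the result was seen, whereas the count of other splits of the arrays had been planned.

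Among the upregulated genes, 21 genes (22 probes, log fold changes of 0.73 to 1.48) are not listed in Table S1, and the paper does not name them. Their median log2 signal was 5.98, against 7.77 for the 66 upregulated genes of Table S1, and 12 of them were detected on every miR-294 array and on no cel-239b array, against 6 of the 66. The fitted log fold changes of such probes depend on the offset and are not bounds. Without background correction, 18 of the 21 kept a *B*-statistic above 5, and after cyclic loess 19 did. After the variance-stabilizing transformation, which compresses low signals and also subtracts no background, 3 did, and with the added filter on at least 1 array 4 did, while all 66 genes of Table S1 passed without background correction and after the transformation. A stretching of small differences by the log scale, or a widening of them by the background correction, may therefore account for part of these calls. The log scale cannot be told apart from a change in low-abundance transcripts, because that transformation returns nearly all of Table S1, so that genes outside the table are those it does not call. The background correction was not needed for 18 of the 21 calls. Its part in the size of the changes stays open, since 12 of the 21 were detected on no cel-239b array.

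Among the downregulated genes, 43 genes (44 probes, log fold changes of -2.45 to -0.66) are not listed in Table S2. That table holds only genes with a seed match. The paper finds such a match in 127 of its 248 downregulated genes, so many of its own calls lie outside it too. Here 1 gene was detected on no miR-294 array, and the median log2 signal of 7.90 was near that of the downregulated genes in Table S2, 8.30. The background correction and the log scale are argued against as the whole cause, since 39 of the 43 had a *B*-statistic above 5 without background correction and 32 after the variance-stabilizing transformation, and all 43 were lower under each normalization tried. An effect of miR-294 through other genes, or through matches that Table S2 does not count, could give such changes and was not tested here.

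For both directions, the actual grouping was 1 of 10 ways to split the 6 arrays 3 against 3, and no other split gave as many called probes in either direction. In limma the other splits called 0 probes lower and 0 higher, with 154 to 776 probes at an unadjusted *p*-value below 0.05 against 6470 for the actual grouping, although each of them places the difference between the groups in the spread. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count for the downregulated or the upregulated probes. Other values argue against chance for these probes. The largest adjusted *p*-value among the 215 called probes was 2.8e-04 from limma. Of all tested probes, which are not independent, 47.9% did not overlap between the groups, where chance gives 10%.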

How the results depend on the processing

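The variance-stabilizing transformation with detection on at least 1 array, and a single probe per gene for the lists, were the only alternatives chosen after seeing the data.

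More probes lower with miR-294 were called without background correction (207), with median scaling (230), after the variance-stabilizing transformation (279) and with the added combination of transformation and filter (289). Probes higher with miR-294 numbered 166 with median scaling, 183 after the transformation and 190 with the combination. In genes, the downregulated were 186, 202, 248 and 258 under these 4 settings, and the upregulated 146, 165 and 171 under the last 3. Of the genes of Table S1, 103 were called without background correction, 160 after the transformation and 162 with the combination, and of the genes in bold in Table S2 93, 121 and 123. The cause was not tested. Cyclic loess, the other filters on detection and array weights left each of these counts within 1.5 times the reported value.

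A threshold of 0.0001 on the adjusted *p*-value gave 35 lower and 37 higher probes, and a threshold of 0.05 gave 2380 and 2344. With a replicate block, 26 lower and 25 higher probes were called, for 22 and 22 genes, of which 19 were in Table S1 and 12 in bold in Table S2. Of the 44 named probes, 12 gave a weaker result with this block and 0 changed direction. The deviations of arrays with the same number correlated by 0.139, -0.0777 and 0.141 for replicates 1, 2 and 3, so the arrays appear to share only a number, and the block uses up degrees of freedom.

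Leaving out an array leaves 5 arrays and fewer degrees of freedom, and lowered every count past the *B*-statistic cut-off. Lower probes ranged from 31 (without cel-239b replicate 3) to 65 (without cel-239b replicate 1), for 28 to 61 genes. Higher probes ranged from 23 (without miR-294 replicate 3) to 69 (without cel-239b replicate 1), for 20 to 61 genes. Genes of Table S1 called ranged from 19 to 44, and genes in bold in Table S2 from 19 to 32. Of the 31 named probes past the cut-off, 13 stayed past it with each array left out in turn.

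The direction of 42 of the 44 named probes was kept under every setting in which they were tested, including all 31 past the cut-off. The exceptions were the *Dicer1* probes, which did not change: probe 990500 gave -0.0142 with median scaling and -0.00816 to 0.0297 with an array left out, and probe 4850059 gave -0.202 to 0.0204 with an array left out. With detection required on all 6 arrays, 11 of the named probes were not tested.

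Of the lists, interferon-stimulated and Myc-induced genes kept direction and an adjusted *p*-value below 0.05 under all 19 alternatives (3.8e-08 to 0.028 and 2.6e-12 to 0.034). With a single probe per gene these gave 9.7e-06 and 1.4e-04, and the pluripotency list 0.0493. The pluripotency list ranged from 4.6e-07 to 0.087, the latter with an estimated correlation (0.0866). The p53-induced list, at 0.0758, passed with median scaling (0.0459), with no filter (0.0178), with fry (0.00194), without cel-239b replicate 1 (0.0321) and without miR-294 replicate 3 (0.0253), and reached 0.0971 at the highest with an array left out. The differentiation list, at 0.826 and lower, turned higher with median scaling (0.926), with no filter (0.932), and without cel-239b replicate 2 (0.929) or 3 (0.892). It passed as lower with detection on all 6 arrays (0.0463) and without miR-294 replicate 1 (0.0336), 2 (0.0403) or 3 (0.0253), settings in which probes seen only with miR-294 are not tested. The differences between site types in Table S2 kept their direction and their side of 0.05 under all alternatives.

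The tests on seed matches in 3′ UTRs and a block for the BeadChip were not run. Signal close to background limits the fold change of probes detected in a single group, for which bounds are given on the scale of the reported fit.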

Differences from the paper's values

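The combination of the variance-stabilizing transformation with detection on at least 1 array and the division by a common factor were chosen only after the result was seen, and the other alternatives were set before the data were examined.

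The paper reports 162 upregulated genes and 87 were found here. It reports 248 downregulated genes and 105 were found here. It reports 127 downregulated genes with a seed match and 62 downregulated genes of Table S2 were found here. Of the alternatives set before the data were examined, no background correction (128, 186 and 104), median scaling (146, 202 and 90) and the variance-stabilizing transformation (165, 248 and 127) came within 1.5 times the paper's counts. Cyclic loess, the other filters on detection, the replicate block, array weights and leaving out any array did not. The combination chosen after seeing the values gave 171, 258 and 132, and drops 0 of the 162 genes of Table S1 and 4 of the 127 genes in bold of Table S2.

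The log fold changes of Table S1 are cel-239b minus miR-294, and values found here are given in that direction. For *LOC100046049*, the paper's value is -2.1097 and that found here is -3.22. For *Lin28* they are the paper's -1.5154 and -2.01, for *Kit* the paper's -1.0692 and -1.51, for *Mycl1* the paper's -0.5628 and -1.07, and for *Klf4* the paper's -0.6546 and -0.83. Every alternative differs from the paper's value for these 5 genes, with -2.65, -1.89, -1.34, -0.72 and -0.81 after the variance-stabilizing transformation. Table S1 names no probes, so values were paired by rank within a gene. Over its 182 values, all of the same sign as here, the correlation across probes, which are not independent replicates, was 0.578 and the median ratio of the value here to the paper's was 1.42 (quartiles 1.18 and 2.01), so that no single change of log base joins the series. After the transformation the correlation was 0.985 and the median ratio 1.26 (quartiles 1.22 and 1.29). The transformed series thus lies near the paper's times a common factor. Divided by the median ratio, a step chosen after seeing the values and fitted to them, the 5 values are -2.11, -1.50, -1.07, -0.58 and -0.65. What sets this factor was not found.

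The paper equates its *B*-statistic cut-off with an adjusted *p*-value that 72 of the 215 probes past it reached here. The largest adjusted *p*-value past the cut-off, 2.8e-04 here, was below that value with median scaling (8.0e-05) and after the variance-stabilizing transformation (9.3e-05), and 9.8e-05 with the combination chosen after seeing the values. The paper plots 15735 probes and does not say how they were chosen. Past the detection filter there were 14621 here, and 15736 with detection on at least 1 array.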

Other observations

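The tests of list members outside Table S1 and Table S2, the comparisons with lists of the same brightness, and the tests with a single probe per gene, were chosen only after the result was seen.

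Of 36 interferon-stimulated genes listed, 19 were tested (26 probes) and 16 were lower with miR-294. Over probes, the mean log fold change was -0.48 and the median -0.54. As a set they were lower (camera *p* = 1.2e-06, adjusted *p* = 3.1e-06; fry 6.2e-05; estimated correlation 0.028), and 22 probes had an adjusted *p*-value below 0.05 over all probes and 22 adjusted over the list alone. *Oasl2* (-1.80), *Rsad2* (-1.41) and *Gbp2* (-1.25) passed the *B*-statistic cut-off as lower, and *Oas1g* as higher in both probes (1.29 and 1.23). *Rsad2* was detected on 2 of the miR-294 arrays and the first *Oas1g* probe on 2 of the cel-239b arrays, so that their values rest on signals near background, and after the variance-stabilizing transformation they were -0.52 and 0.48. Neither *Oas1g* probe is secure: the first fell to 5 or below after the variance-stabilizing transformation, and the second after cyclic loess and with no detection filter. With an array left out, the first passed only without miR-294 replicate 3 (lowest value 3.72) and the second only without cel-239b replicate 1 (lowest value 3.16). *Gbp2* was not past it without cel-239b replicate 3 (4.71), *Oasl2* without cel-239b replicate 3 or miR-294 replicate 1 or 2 (lowest value 4.78), and *Rsad2* without any of the cel-239b arrays or miR-294 replicate 3 (lowest value 3.35). A drift of the fold change with brightness is argued against, since the median with a probe per gene, -0.66, lay at percentile 0 of 10000 random lists of the same brightness (central range -0.14 to 0.13). A different interferon response to the 2 mimics stays open, since the camera value is the change itself and no separate measure of such a response was tested. Repression of each gene through its own miR-294 seed match is not settled. The study lists 7 of the genes in Table S2. Of the 12 tested genes outside it, which include *Rsad2* and *Gbp2*, 9 were lower, with a median over probes of -0.46, which goes against this explanation for those genes as far as the table holds every match. As a set they gave camera *p* = 0.0404 (adjusted *p* = 0.0605), fry 0.00181 and 0.0938 with an estimated correlation, so that the tests part, and 3′ UTRs were not searched here.

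Of 28 Myc-induced genes listed, 23 were tested (37 probes) and 20 were higher, with a mean log fold change over probes of 0.28 and a median of 0.25. None passed a *B*-statistic of 5 in limma, 13 had a higher probe with an adjusted *p*-value below 0.05 and none a lower one, and the probes below 0.05 were 20 over all probes and 22 adjusted over the list alone. As a set they were higher (camera *p* = 1.8e-07, adjusted *p* = 8.8e-07; fry 2.9e-04; estimated correlation 0.034). Whether this is a shared response of c-Myc targets stays open, since that value is the change itself. A few members called by the study are argued against as the cause, since the 19 tested genes outside Table S1 were higher too (camera *p* = 7.2e-05; fry 4.6e-04; estimated correlation 0.0234). So is a drift with brightness, since the median with a probe per gene, 0.20, lay at percentile 100 of the random lists (central range -0.07 to 0.07).

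Of 21 p53-induced genes listed, 15 were tested (29 probes), with a mean log fold change over probes of -0.22 and a median of -0.07. The camera *p* was 0.0606 (adjusted *p* = 0.0758), fry gave 0.00194, an estimated correlation 0.359 and a single probe per gene, which counts *Cdkn1a* once and not for all 3 probes, 0.224, so that a p53 response that differs between the mimics cannot be told apart from no change on these tests. The median with a probe per gene lay at percentile 13.7 of the random lists (central range -0.14 to 0.13). Only *Cdkn1a* passed the cut-off, and 13 probes had an adjusted *p*-value below 0.05 over all probes and 15 adjusted over the list alone. Of 32 differentiation genes listed, 17 were tested (20 probes). Over probes, their mean log fold change was 0.04 and their median -0.13, and the set test went lower (adjusted *p* = 0.826; fry 0.864; estimated correlation 0.875), so that mean and test differ in sign. The median with a probe per gene, -0.24, lay at percentile 0.125 of the random lists, below their central range of -0.16 to 0.15, so that this comparison and the set test part. Members moved both ways, with 7 genes higher and 8 lower at an adjusted *p*-value below 0.05, and 18 probes over all probes and 18 adjusted over the list alone. *T* was the only member past the cut-off, detected on miR-294 arrays only and at least 1.45-fold higher on the scale used here. Over the alternatives its log fold change fell to 0.23, below that bound (0.54 on the log2 scale). It was not past the cut-off without background correction, after the variance-stabilizing transformation, or without any of the cel-239b arrays. Without a miR-294 array it was not tested.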
